A study of Mus musculus with 2 samples.

How the data were processed

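Poly(A) RNA from day 6 mouse retinal organoids was sequenced as native RNA on nanopores in 2 libraries. Retinal organoids are tissue aggregates grown in culture from pluripotent stem cells. The Rx:GFP line used here is a mouse stem cell line in which a green fluorescent protein reports the activity of Rx (Rax), a gene of the early eye field. Per the labels' protocols, cells were differentiated in serum-replacement medium with AGN at 0.1 µM for 6 days, RNA was extracted with Trizol and a column kit, and 1 µg of poly(A)-selected RNA per library was sequenced for about 48 h on its own flow cell with the RNA002 direct RNA chemistry. Both libraries carry the same batch label, so no batch comparison was possible. Both came from wild-type organoids and form 1 group with n = 2. With no second group, no contrast between conditions was made.

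In direct RNA sequencing an RNA strand passes through the pore without being copied, and a modified base such as N6-methyladenosine (m6A) alters the ionic current. For each library the authors deposited 1 table named plus and 1 named minus. Each row gives an Ensembl transcript with its version, a position on that transcript, a motif of 5 bases, a fraction modified and a coverage. The coverage is a whole-number count of reads over the position, as deposited by the authors, and no position with fewer than 5 reads was listed. The fraction modified is a deposited fraction between 0 and 1. Its denominator was not given. Only 39.5% of the values in replicate 1 and 36.1% of those in replicate 2 are whole multiples of 1 over the coverage, so not every covering read entered the fraction. For that reason no read counts were derived from the fractions, no interval was set around a single fraction, and no test on modified and unmodified reads was run. The base caller, the aligner, the modification caller, the transcript reference and any threshold are not stated in the labels or the file headers.

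All listed positions lie on 4 motifs, AGACT, GGACA, GGACC and GGACT, written in DNA letters. Each of them matches DRACH (D = A, G or U; R = A or G; H = A, C or U), the sequence context of m6A, so the planned share of sites in DRACH was 100% by construction and the composition by motif is given in its place. Each listed interval is 1 nt long. Its end was used as the 1-based position, and which base of the motif it marks is not stated. Gene names, chromosomes and gene coordinates are those of the deposited tables. Their genome build is not named. Of 8174 gene names matched to a RefSeq list for GRCm38.p6, 3.03% had a start within 1000 bases of the listed one, so the coordinates are of another build and were not combined with it. Placement in coding sequence or untranslated regions, planned as a comparison, was not analysed here because no transcript annotation was used.

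A site was a listed position of the plus table with at least 20 reads in its library. Since the tables hold neither a call nor a probability, every such position was counted. Whether the listed positions are all those examined or only those accepted as modified, and whether other motifs were examined, is not stated. Site counts, motif shares and fractions of 0 therefore describe listed positions only. Sites of the 2 libraries were matched on transcript and exact position. Agreement between replicates was described with Pearson's r and Spearman's rho across sites, which are not independent replicates, and with the paired difference in fraction. Means over replicates are given with their SD (n = 2). Shares carry 95% Wilson intervals, which cover counting error only. Site-level and transcript-level tests describe these libraries, since sites and transcripts are not independent replicates. Exact tests, all two-sided, were an exact paired permutation of the 2 replicates, which cannot give a p-value under 0.5, Fisher's exact test and the exact binomial test across transcripts. A gene list fixed beforehand was set against 10000 random gene lists of the same size matched on coverage. A sampling SD for the difference between replicates was computed from the coverage, as if every covering read had entered the fraction. It is therefore a lower limit on the read sampling error. The ratio of the observed difference to this sampling SD was given with a bootstrap interval over transcripts (1000 draws).

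The design, the rule for naming genes and the alternatives for the site counts, their overlap and the comparison of replicates were fixed before the data were examined. The alternatives for motif medians, named genes, named sites and gene lists were added afterwards, as was 1 transcript per gene for the correlation, the difference, the gene count and the share of sites short of coverage. Named are the 8 genes with the most sites shared by both replicates (ties by mean fraction), the 5 sites with the highest lower-of-replicates fraction among those with at least 50 reads in each (ties, chosen after the values were seen, by coverage), and 3 gene lists: 15 eye-field and retinal progenitor genes, 19 m6A writers, erasers and readers, and 9 pluripotency genes. The result of 1 gene of the first list is not reported here. The alternatives were no coverage minimum, a minimum of 50 reads, the upper quartile of the fraction in each replicate, a match within 5 nt, 1 transcript per gene, and at least 2 sites per gene in each replicate. Part of the statistics was tested on simulated data in 9 steps, all of which recovered the value they were made with to within 0.03. These steps covered the sampling SD, listing between flanking positions, the trend along transcripts, the motif gap and the matching of positions. The outcome of the matching steps was fixed by construction. The random gene lists, the division of unshared sites by coverage and the bootstrap were not simulated. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

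The deposited tables give no count of reads per library. The coverage summed over listed positions was 718245 in replicate 1 and 1598662 in replicate 2, where a read is counted at every listed position it covers. The 2 libraries were distinct: only 88 of 18756 positions listed in both had the same fraction and the same coverage, and the highest coverage per transcript differed between them beyond sampling noise (chi-square 6641 on 2100 degrees of freedom).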

Results

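The study concerns m6A deposited by METTL3 in retinal development. To locate m6A in the transcriptome of early retinal organoids, 2 direct RNA libraries of wild-type Rx:GFP organoids at day 6 were compared with each other. The plus table of replicate 1 listed 26441 positions on 7068 transcripts and 5699 named genes. That of replicate 2 listed 50099 positions on 10942 transcripts and 8057 named genes. Median coverage was 10 reads (interquartile range 7 to 19) in replicate 1 and 12 reads (7 to 25) in replicate 2, with maxima of 6583 and 8985 reads. At sites with at least 20 reads in both, coverage in replicate 2 was a median of 2-fold that in replicate 1 (interquartile range 1.66 to 2.4).

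With a minimum of 20 reads, 6463 sites on 2276 transcripts were retained in replicate 1, which is 24.4% of its listed positions. In replicate 2, 16212 sites on 4510 transcripts were retained (32.4%). These sites fell in 2026 and 3919 named genes. These counts depend on the criteria: without the coverage minimum the numbers of sites were 26441 and 50099, and with the upper quartile of the fraction they were 1635 and 4053. Median fraction modified was 0.353 in replicate 1 (interquartile range 0.154 to 0.688) and 0.345 in replicate 2 (0.15 to 0.673). A fraction of 0 was listed at 166 sites of replicate 1 and 523 sites of replicate 2, including 9 and 20 sites with at least 50 reads.

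The first comparison asked whether both libraries placed sites at the same positions. A total of 5221 sites were retained in both, which is 80.8% of the sites of replicate 1 (95% Wilson interval 79.8% to 81.7%) and 32.2% of those of replicate 2 (31.5% to 32.9%). Overlap was not tested against chance, since positions that were examined and not listed are unknown here. At the level of genes, 1944 genes had a site in both replicates, 96.0% of the genes of replicate 1 and 49.6% of those of replicate 2.

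Sites retained in a single replicate were then divided by the coverage of the other library. Of 10991 sites found only in replicate 2, 6900 were listed in replicate 1 with fewer than 20 reads, and a further 2805 lay on transcripts with no listed position of 20 or more reads there. These sites, with fewer than 20 listed reads at the site or anywhere on the transcript, made up 88.3% (95% Wilson interval 87.7% to 88.9%). For the 2805 sites the coverage at the site was not listed, so its shortage is inferred. For the 1242 sites found only in replicate 1 the same share was 10.5% (9.0% to 12.4%). The other 1111 lay on transcripts with at least 20 reads at some listed position in replicate 2, although the coverage at the site itself is not known. When replicate 2 was limited to transcripts with at least 20 reads in replicate 1, it held 7747 sites against 6463.

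The fractions at the 5221 shared sites were correlated between replicates, with Pearson's r = 0.948 and Spearman's rho = 0.937 across sites. The median difference, replicate 2 minus replicate 1, was -0.0043, and the SD of the differences was 0.0996. The fraction was higher in replicate 2 at 2390 sites, lower at 2733 and equal at 98. A difference of more than 0.2 was seen at 310 sites (5.94%), and at 20 of the 1827 sites (1.09%) with at least 50 reads in each replicate. The largest difference among the latter was at position 414 of the Sumo3 transcript, where the fraction was 0.593 over 70 reads in replicate 1 and 0.281 over 155 reads in replicate 2.

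**Figure D1:**
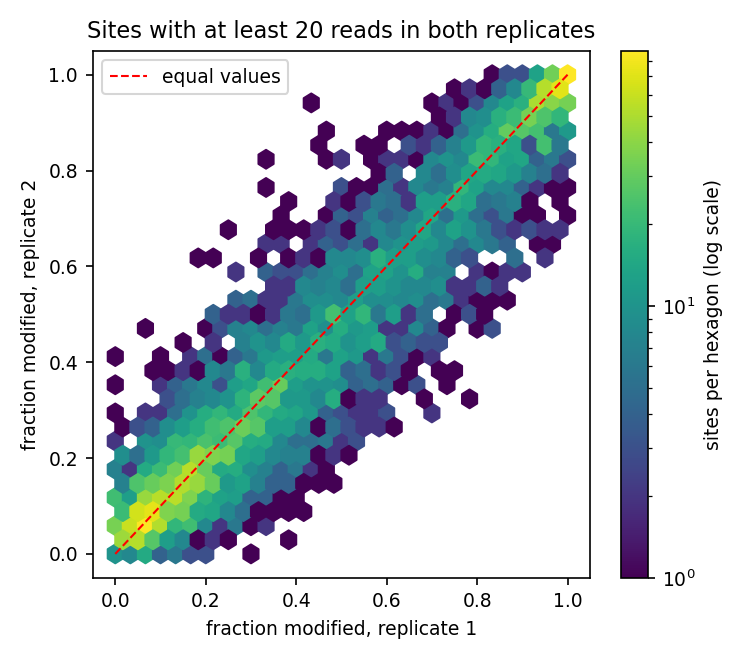
Fraction modified in replicate 1 (x axis) against replicate 2 (y axis) at the 5221 sites with at least 20 reads in both; colour gives the number of sites per hexagon on a log scale and the dashed line marks equal values. The sites lie along the line (Pearson's r = 0.948).

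The difference between replicates narrowed with depth. Among all positions listed in both, the root mean square difference was 0.248 at 7808 positions whose lower coverage was 5 to 9 reads, and Pearson's r was 0.745. It was 0.114 at 20 to 49 reads (3394 positions, r = 0.933) and 0.0491 at 100 or more reads (741 positions, r = 0.987). Binomial sampling of all covering reads would give 0.182, 0.0909 and 0.036 in those classes. The observed difference was 1.37 (bootstrap interval 1.34 to 1.39), 1.26 (1.22 to 1.29) and 1.36 (1.27 to 1.46) times as large.

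**Figure D2:**
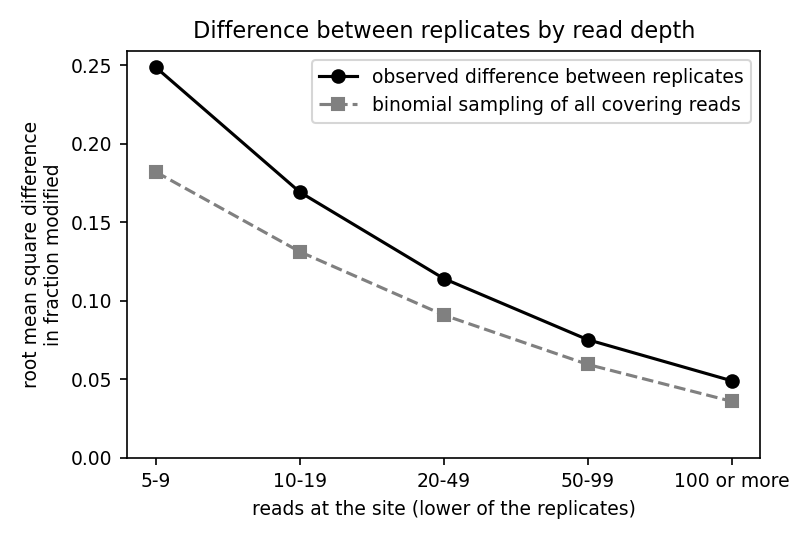
Root mean square difference in fraction modified between replicates (y axis) by the lower coverage of the position, in reads (x axis); circles are observed values and squares the value that binomial sampling of all covering reads would give. The observed value falls from 0.248 at 5 to 9 reads to 0.0491 at 100 or more reads and lies above the sampling value in every class.

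By motif, GGACA was the most frequent, at 35.8% ± 0.313 of sites (SD, n = 2). GGACT made up 23.7% ± 0.719, GGACC 23.0% ± 1.21 and AGACT 17.5% ± 0.808 (each SD, n = 2). The median fraction modified was 0.671 ± 0.00548 at GGACA, 0.265 ± 0.00247 at AGACT, 0.240 ± 0.0140 at GGACT and 0.225 ± 0.00849 at GGACC (each SD, n = 2). The gap between GGACA and AGACT, the next highest, was 0.408 in replicate 1 and 0.404 in replicate 2, far larger than the spread between replicates. With 2 replicates an exact paired permutation test could not give less than p = 0.5 for this or any other pair. The order of the other 3 motifs was not stable, as GGACC and GGACT differed by less than 0.001 in replicate 2. How the unknown modification caller scores each motif could not be assessed from the tables.

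**Figure D3:**
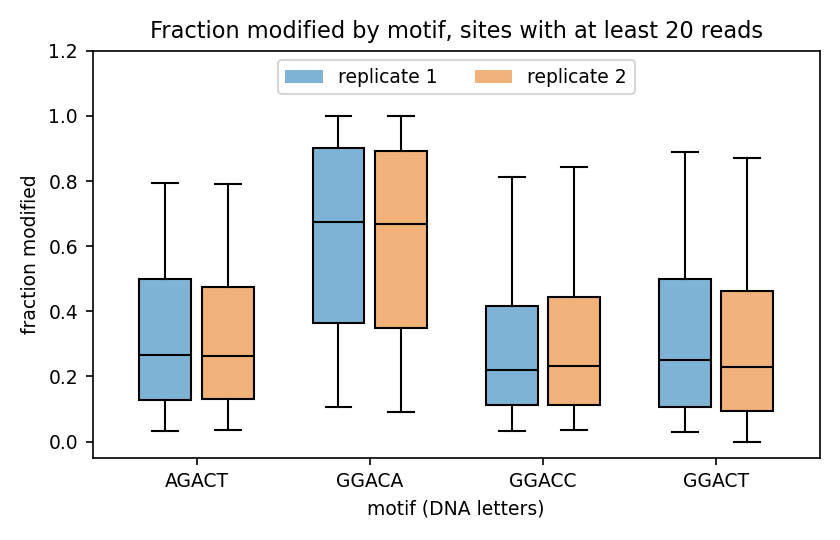
Fraction modified (y axis) at sites with at least 20 reads, by motif (x axis) and replicate (colour); lines mark medians, boxes the interquartile range and whiskers the 5th and 95th percentiles over sites. GGACA has medians of 0.674 and 0.667 in the 2 replicates, and the other motifs have medians between 0.219 and 0.267.

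Among sites with at least 50 reads in both replicates, 177 had a fraction of at least 0.9 in each, and 153 of these were GGACA (86.4%, against 39.2% of all 1827 such sites). The fraction was 1 in both replicates at 4 sites. Nip7 (chromosome 8, 107783509 to 107787563, coordinates of all genes as deposited, build not named) carried one at position 145 of transcript ENSMUST00000034392.12, with 65 and 116 reads. Cuedc2 (chromosome 19, 46318251 to 46327141) carried one at position 765 with 58 and 88 reads, and Ndufa9 (chromosome 6, 126798684 to 126826099) one at position 646 with 58 and 113 reads. The remaining site was a GGACC at position 1780 of Hdac1-ps. This gene is listed as a pseudogene, whose reads can be shared with a near-identical copy, and the position exceeds its deposited gene interval of 1444 bases, so the site is uncertain. Position 2731 of Mcm2 (chromosome 6, 88860456 to 88875762) followed with 0.996 ± 0.00552 (SD, n = 2) over 59 and 128 reads.

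With a minimum of 20 reads, the gene with the most shared sites was Igfbp5 (chromosome 1, 72897091 to 72914043), with 17 sites on 1 transcript and a mean fraction of 0.495 ± 0.00464 (SD, n = 2). Single sites of this gene ranged from 0.0252 to 0.946. The order depends on the minimum: among the 8 named genes Ctnnb1 led without one (26 sites against 18 of Igfbp5), and Nr2f1 led with 50 reads (12 against 11). Ctnnb1 (chromosome 9, 120758282 to 120789573) had 16 sites with a mean of 0.497 ± 0.00294 (SD, n = 2), Nr2f6 (chromosome 8, 71826767 to 71834604) had 13 with a mean of 0.540 ± 0.00242 (SD, n = 2), and Nr2f1 (chromosome 13, 78337092 to 78347876) had 13 with a mean of 0.278 ± 0.00405 (SD, n = 2). Aars had 12 sites and a mean of 0.411 ± 0.0593 (SD, n = 2), all with 21 to 26 reads in replicate 1, and none of them reached 50 reads in both. Serbp1 and Id2 with 16 sites and Rpl41 with 12 completed the list. The counts of Ctnnb1, Serbp1, Id2 and Rpl41 were spread over several transcripts and fell to 11, 6, 8 and 3 sites when 1 transcript per gene was kept. Such repeats affected few genes, as 445 of 4039 genes (11.0%) had sites on more than 1 transcript over both replicates together. Each transcript without a gene name was counted here as a gene.

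The eye-field and retinal progenitor genes had 33 sites shared by both replicates, in 7 of 15 genes. The replicates differed by a median of 0.05 and at most 0.145 at these sites. In Rax (chromosome 18, 66061348 to 66072858; transcript ENSMUST00000025396.3) the fraction was 0.970 ± 0.0147 at position 138 over 60 and 78 reads, 0.851 ± 0.00205 at position 1196, and 0.231 ± 0.00566 at position 975 (each SD, n = 2). In Lhx2 (chromosome 2, 38229293 to 38259745; transcript ENSMUST00000000253.5) 7 sites ranged from 0.0618 ± 0.0200 at position 1414 to 0.899 ± 0.0813 at position 1854 (each SD, n = 2), the latter over 86 and 220 reads. In Sox2 (chromosome 3, 34704554 to 34706610; transcript ENSMUST00000099151.5) 8 sites were shared. Among them, the GGACT sites at positions 1192 and 1207 had fractions of 0.821 ± 0.0237 and 0.0972 ± 0.0322 (each SD, n = 2). This pair was chosen after its values were seen. It was the only pair of shared eye-field sites of the same motif within 20 nt of each other. The difference was 0.718 in replicate 1 and 0.730 in replicate 2, beyond the spread between replicates, while the exact paired permutation test gave p = 0.5, its smallest value. Six6 (chromosome 12, 72986666 to 72991673) had 5 shared sites, the highest being a GGACT at position 663 with 0.699 ± 0.0407 (SD, n = 2). In Hes1 (chromosome 16, 29883202 to 29886614) the highest of 5 was a GGACT at position 1073 with 0.762 ± 0.0634 (SD, n = 2). Sfrp2 (chromosome 3, 83673628 to 83681623) had 2 shared sites, with 0.905 ± 0.0317 at position 1005 and 0.319 ± 0.0891 at position 665 (each SD, n = 2). Nr2e1 had 1, with a fraction of 0 over 24 reads in replicate 1 and 0.103 over 55 reads in replicate 2.

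**Figure D4:**
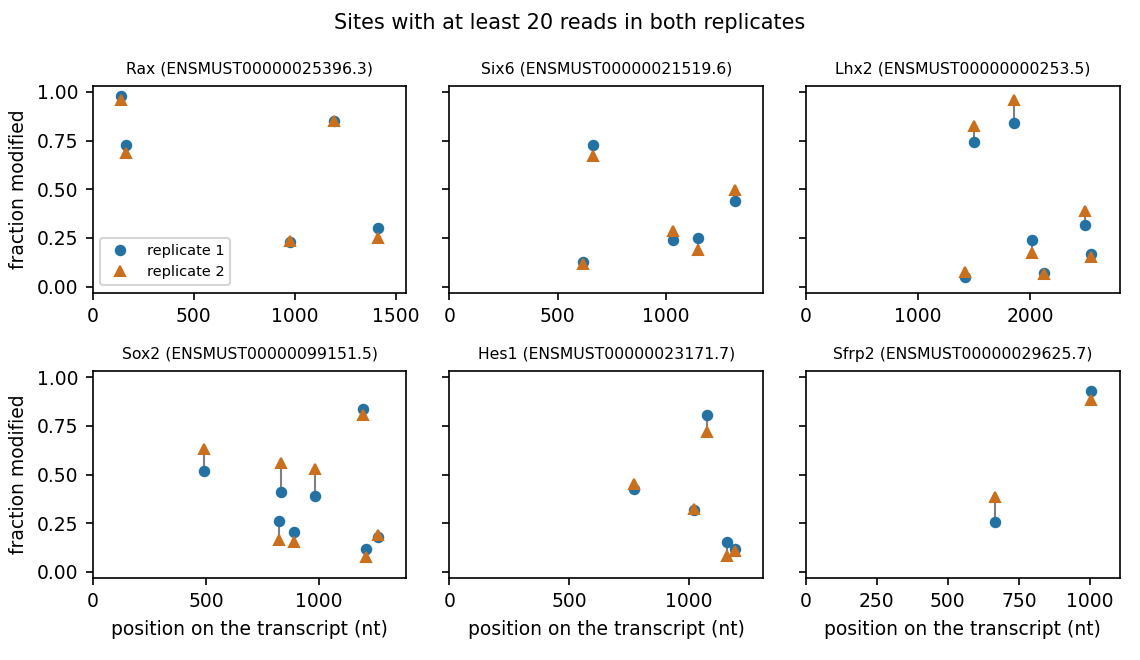
Fraction modified (y axis) along the transcript (x axis, nt from its 5′ end) at sites with at least 20 reads in both replicates of Rax, Six6, Lhx2, Sox2, Hes1 and Sfrp2; circles are replicate 1, triangles replicate 2, and grey lines join the values of a site. High and low sites lie on the same transcript, and the replicates differ by at most 0.145.

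Depth limited several other genes of this list. Pax6 was listed in both replicates, yet its positions were divided over 7 transcripts in replicate 2 and no position exceeded 7 reads in replicate 1 or 17 in replicate 2. Six3 and Otx2 had sites only in replicate 2 (9 and 8), with at most 15 and 14 reads in replicate 1. Mitf, Meis1 and Meis2 were listed only in replicate 2, below 20 reads. Fgf15 was not listed in either replicate, so whether depth was the cause cannot be told. Of the 19 m6A writers, erasers and readers, 3 had a site in both replicates. Wtap had 1, with 0.929 over 21 reads in replicate 1 and 0.871 over 49 reads in replicate 2. Igf2bp2 had 1 with 0.203 ± 0.0375, and Igf2bp3 had 5 with a mean of 0.309 ± 0.00658 (each SD, n = 2). In replicate 2 alone 13 of the 19 had a site. Mettl3 was listed with at most 14 reads in replicate 1 and 20 in replicate 2. None of the 9 pluripotency genes was listed at any coverage in either replicate. As a position could only be listed from 5 reads, this does not separate low expression from unmodified RNA.

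The minus tables held 11 positions in replicate 1 and 35 in replicate 2, or 0.0416% and 0.0698% of all positions listed for the library. Their strand column reads plus throughout, and how they differ from the plus tables is not stated. Of these positions, 3 and 12 had at least 20 reads. The median fraction was 0.857 in replicate 1 and 0.917 in replicate 2, above the medians of 0.333 over all listed positions of both plus tables.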

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

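The minus tables lie outside the main measurement, and their content recurred between libraries. Of 38 different positions, 8 were listed in both replicates, in 5 genes. This number is above the 3 that a count of 0 would allow, but that limit is not an overlap by chance, and recurrence beyond chance was not tested. The deepest were position 1879 of Slc38a6 (33 and 81 reads, fractions 0.96 and 0.969), position 2392 of Or5m10 (22 and 70 reads, fraction 1 in both) and position 35747 of Nopchap1 (22 and 69 reads, fraction 1 in both). Nopchap1 held 10 of the 38 positions and 4 genes named as olfactory receptors held 7. Of the tests below, the one on abundance was chosen after the values had been seen. Strand errors of abundant transcripts are argued against for the minus-table genes that were also listed in the plus tables. Their median percentile for coverage in the plus tables was 33.9, and 1 gene reached the 90th percentile. The other 7 of the 23 genes were absent from the plus tables, which does not measure their abundance. Of the 12 positions with at least 20 reads, 3 lay on genes under the 50th percentile or absent from the plus tables. The other 9 lay on Nopchap1, at percentile 62.7, whose highest coverage was 71 reads in the minus tables and 27 in the plus tables. For Slc38a6 these were 81 and 5 reads. Reads of genes that overlap on the opposite strand stay open. Among the minus-table genes, 21.7% overlapped the deposited interval of another plus-table gene, against 14.5% of 8246 other genes (Fisher's exact test, two-sided p = 0.367), and only genes with a listed position could be counted. A pseudogene copy within the gene also stays open. That test was void, since 16 of the 23 genes were found in the RefSeq list, of which 12.5% had a pseudogene in their span against 8.53% of the others (Fisher's exact test, two-sided p = 0.642). The high fractions may reflect current signals scored against the wrong strand, which was not tested. The design gives no second group, so no biological explanation was tested.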

How the results depend on the processing

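Without a coverage minimum, as deposited, 26441 and 50099 sites were counted in the 2 replicates, 18756 in both and 5494 genes in both. The correlation between replicates fell to r = 0.83, the median difference became 0, and coverage was short for 48.8% of the sites found in 1 replicate, against 80.4% with 20 reads over both replicates, because only an absent transcript then counts as short. The median fraction at AGACT and at GGACC was 0.25 each. With a minimum of 50 reads the numbers were 2127 and 5386 sites, 1827 in both and 802 genes, with r = 0.977, coverage short for 86.9%, and medians of 0.258 at AGACT and 0.202 at GGACC. The rise of r with the minimum follows the depth classes of the report. For the motif medians and for the share at 50 reads the cause was not tested. The medians at GGACA and GGACT stayed within 1 SD of their value under both minimums. GGACA was the highest motif under each of them, while GGACC lay above GGACT without a minimum and below it with 50 reads.

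Taking only the upper quartile of the fraction in each replicate, which by construction keeps the sites above the 75th percentile, left 1635 and 4053 sites, 1250 in both, 921 genes and a short-coverage share of 76.8%. The minus tables held 15 positions in place of 46 with a minimum of 20 reads. Matching within 5 nt gave 5230 shared sites in place of 5221. With 1 transcript per gene, 4864 sites were shared and r was 0.948. With at least 2 sites per gene in each replicate, 1385 genes were shared, which stayed within 1.5 times the count of 1944.

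For the named genes and gene lists, 20 of the 41 alternative values that the setting did not fix beforehand moved: 9 with the upper quartile, 6 with 50 reads, 3 with 1 transcript per gene and 2 without a minimum. The alternatives for motif medians, named genes, named sites and gene lists were chosen after seeing the data, as was 1 transcript per gene for r. With 50 reads Aars kept 0 shared sites and Nr2f6 kept 3, and with the upper quartile Nr2f1 kept 0. Of the m6A writers, erasers and readers, 13 were shared without a minimum and 0 with 50 reads, against 3. Leaving out a replicate was possible only for the motif medians and the named sites. With n = 2 it cannot move a mean by more than 1 SD, so it says nothing about stability; the medians without each replicate ran from 0.263 to 0.267 at AGACT, 0.667 to 0.674 at GGACA, 0.219 to 0.231 at GGACC and 0.230 to 0.250 at GGACT. Results that compare the replicates cannot be had from 1 library. No paired comparison between groups was possible because the samples form 1 group. The comparison of 3′ untranslated regions and its alternatives were not run. Low depth limits the single fraction. At 5 to 9 reads the replicates differed by 0.248 in root mean square. A fraction there separates little more than high from low sites.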

Other observations

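The test of depth in replicate 2, the comparisons of the eye-field list with random lists matched on coverage, and the reading of the length test by replicate were chosen after the result was seen.

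Whether an absent site was too shallow or was examined and left out bears on what absence means. Replicate 2 sites that lay between positions of the same transcript with at least 20 reads in replicate 1 should nearly all recur if depth alone decided. Of 2534 such sites 86.5% were listed in replicate 1 (95% Wilson interval 85.1% to 87.7%), and 93 of the 343 missing ones had at least 100 reads in replicate 2. In the other direction 82.1% of 2937 replicate 1 sites were listed in replicate 2 (80.6% to 83.4%), although replicate 2 is the deeper library. Lower depth as the sole cause is thus argued against in both directions. The share differed by motif: 90.7% for GGACA (88.7% to 92.4%) against 78.2% for AGACT (74.1% to 81.9%) in the first direction. Assignment of all reads of a transcript to another transcript of the gene could account for few replicate 1 sites. The 108 transcripts with sites only in replicate 1 held 128 of the 1242 sites. Of these transcripts, 24.1% belonged to genes with a site on another transcript in replicate 2. The remaining sites lay on transcripts that also had a site in replicate 2, where assignment of part of the reads elsewhere was not tested. A candidate explanation is a per-site decision of the modification caller that differs between libraries, which stays untested, as does a local drop in coverage at the missing position.

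The high fraction at GGACA was examined further. Transcripts that are more modified at every motif are argued against as its source: within transcripts that carried GGACA and another motif, GGACA was higher in 82.5% of 1057 transcripts in replicate 1 and 82.7% of 2529 in replicate 2, with median gaps of 0.363 and 0.355 (exact binomial p = 4.12e-107 and 4.48e-257 over untied transcripts). Noise at low coverage is argued against too, since at 100 or more reads the gap between GGACA and the pooled other motifs was 0.416 in replicate 1 and 0.438 in replicate 2. A baseline or an acceptance limit that differs by motif in the authors' scoring is consistent with the low end of the values: the 5th percentile at 100 or more reads was 0.134 and 0.114 at GGACA, and between 0.0393 and 0.0584 at the others. A real preference for GGACA would also raise the low end. It stays open, because no library without m6A was analysed here. A comparison with unmodified RNA at the same motif would separate these.

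No rise of the fraction along the listed part of transcripts was detected. For each transcript and motif with at least 2 sites, keeping 1 transcript per gene, the site nearest the 3′ end was higher than the one nearest the 5′ end in 665 of 1329 untied pairs in replicate 1 (exact binomial p = 1) and in 1804 of 3610, or 49.97%, in replicate 2 (exact binomial p = 0.987). The upper interval limit was 52.7% in replicate 1 and 51.6% in replicate 2, which argues against a rise in more than a small majority of these pairs. No minimum distance was set between the sites of a pair, so a rise over longer distances was not tested separately. Among pairs whose coverage differed by less than 10% the share was 50.8% in replicate 2, so coverage had no trend to explain. The positions say how far a site is from the transcript start, not where the stop codon lies. Enrichment of sites near the stop codon was not tested here, since density needs the unlisted motifs.

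Eye-field and retinal progenitor genes carried many sites for their coverage in replicate 2. There the 9 genes with a site had a median of 8, against 3 in random lists of like coverage, at percentile 99.9 of 10000 lists. In replicate 1 the 7 genes had a median of 5 against 3, at percentile 97.1. Positions repeated over transcripts are argued against as the source, since keeping 1 transcript per gene gave percentiles of 98.3 and 99.9 in replicates 1 and 2. With the highest listed position matched as well, a lower bound on transcript length, the percentiles were 96.4 and 99.3. In replicate 2 this argues against longer transcripts as the whole source, as far as that position measures length. In replicate 1 they cannot be told apart from the pattern, since the list was already within the central 95% of random lists before this matching. Motif content of the sequence may also differ and was not tested. The fraction itself, relative to the median of the motif, did not stand apart, at percentiles 28.8 and 56.6. For the m6A writers, erasers and readers the number of sites lay at percentiles 53.8 and 93.5, or 36.6 and 69.9 with the highest listed position matched as well, and the fraction at 32.7 and 26.1.

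Whether read sampling accounts for all of the difference between replicates cannot be told apart from a further source. The ratio of the observed difference to the sampling value was 1.09 times as large at 100 or more reads as at 20 to 49 (bootstrap interval 1.01 to 1.17). The class of 20 to 49 reads had the lowest ratio of the 5, however, and at 5 to 9 reads the ratio was 1.37, so it did not grow with depth over all classes. The share of covering reads that entered each fraction is not known, which keeps this open.

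A few values bear on the reference. In replicate 1, 11 positions of 6 genes exceeded the length of the deposited gene interval, and 9 positions of 5 genes did so in replicate 2. A further 219 and 533 positions had no gene name. On mitochondrial transcripts, the plus tables listed 3 positions per library. Position 733 of mt-Nd1 had fractions of 0.118 and 0.124 over 3605 and 5653 reads, and position 1326 of mt-Co1 had 0.294 and 0.283 over 3007 and 6386 reads. Position 502 of mt-Atp6 was listed only in replicate 1, with 0.224 over 6583 reads, and position 223 of mt-Nd4l only in replicate 2, with 0.5 over 43 reads. In the minus table of replicate 2, position 39 of the Six3 transcript had 0.933 over 15 reads.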
